A study of Mus musculus with 8 samples. Its data were reported in "Foxf Genes Integrate Tbx5 and Hedgehog Pathways in the Second Heart Field for Cardiac Septation" (2014).

How the data were processed

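RNA was measured in the posterior second heart field (pSHF), the mesenchyme behind the heart whose cells build the atrial septum, of mouse embryos at E9.5. Per the labels, 4 samples were heterozygous for a Tbx5 mutation (Tbx5+/-) and 4 were wild-type. The tissue was freed of the neural tube through the foregut and separated between the outflow and inflow tracts. The labels number the samples 1, 5, 6 and 7 in both groups, and these embryo numbers were used as replicate numbers. Each sample is a pool of RNA per the labels, which do not give the number of embryos in it. Cy3-labelled cRNA of each sample was hybridized to 1 array of an Agilent whole mouse genome design with 60-base probes annotated on mm9. The labels name array 1 for numbers 1 and 5 and array 2 for numbers 6 and 7, and the scanner headers gave the same division into 2 slides and 2 scans. Tbx5+/- samples lay at positions 1 and 3 of each slide and wild-type samples at positions 2 and 4.

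Values of both kinds were deposited. Per the file headers, the scanner files hold intensity values on a linear scale from Agilent Feature Extraction 10.5.1.1: the mean signal and local background of each spot before correction, and a processed signal that was background-subtracted and detrended within the array. Other columns deposited beside them are quality marks set by the same software, such as whether a spot was well above background. The deposited value table holds log2 values that the authors background-corrected and normalized between arrays by variance stabilization (VSN), for a part of the probes. The labels do not state its filter, and the study's methods name a minimum signal quality marked by the scanner software, without a number of arrays, as the first of 3 criteria for the probes it tested. Of the table's probes, 22388 were well above background on at least 3 arrays of 1 group, as were 22423 probes of the whole array.

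Values were computed from the scanner files. The median local background was subtracted from the mean signal of each spot, 1115 spots marked as outliers were left out, and repeated spots of a probe (245 probes) were averaged. No spot was saturated (0 on every array). VSN was programmed in R 4.3.3, since its package was not installed, with 90% of the probes kept in each of 7 iterations, and values were put on the log2 scale. Across the probes shared with the deposited table, Pearson's r between the computed and the deposited values was at least 0.9999 on every array; probes are not independent replicates. In simulated data the largest error of a recovered array scale was 0.00791 in natural log units.

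A probe was tested when it was well above background on all 4 arrays of at least 1 group, which kept 20028 of 41174 probes (48.6%) with 13949 gene names in the files. Gene names were matched to a RefSeq table used for names only, by accession for 15610 probes, by symbol for 2216 and by synonym for 570, which covered 91.9% of the probes tested and 12333 current symbols. Coordinates are those of the scanner files on mm9.

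The 4 Tbx5+/- and 4 wild-type arrays were compared probe by probe with limma 3.58.1 (lmFit and eBayes, two-sided, no covariate), and p was adjusted by Benjamini-Hochberg over all probes tested with a threshold of 0.05. A gene was called when at least 1 of its probes was called. Differences are Tbx5+/- minus wild-type in log2. For single quantities an exact two-sided permutation test over the 70 assignments of the 8 arrays was used, whose smallest p is 0.0286. The number of arrays limits the precision. On simulated data of 20020 probes with 200 changed, limma recovered 0 of those changed by 1 on the log2 scale, 163 (81.5%) of those changed by 2 with 10 unchanged probes called, and 192 of those changed by 3 with 13 unchanged probes called. With no probe changed it called 0. Noise was drawn independently for each probe, so variation shared across the probes of an array was not simulated.

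Named genes were chosen by a rule. It took every gene of a list of 13 genes that the study's text names in the Hedgehog and Tbx5 pathways or as Fox targets. It also took the genes with the largest change among those called with no overlap between groups or, where none was called, the 3 non-overlapping genes with the smallest p in each direction, which are then said not to pass. A gene of a list was represented by its brightest probe tested. For 11 lists (Hedgehog pathway, posterior second heart field, cell cycle, cardiomyocyte, foregut endoderm, liver bud, primitive erythrocyte, endothelium, neural tube, somite and sex-linked genes) camera was run with a preset correlation of 0.01 and Benjamini-Hochberg over the lists. The study's list of Shh-dependent genes, made from other samples, and its part near Gli3 peaks were tested in the same way for membership alone, once on the signed statistic and once on its size (cameraPR).

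These tests, the naming rule and most alternatives were fixed before the data were examined. The alternatives replaced VSN by scaling processed signals to their 75th percentile (floor at the 1st percentile of positive scaled values), by normexp (offset 50) with quantile normalization, or by the deposited values. They dropped the filter on dim probes, required all 8 arrays, or applied the filter of the study's methods (named genes with an interquartile range above the median). Others tested 1 probe per gene, took the array label or the embryo number (replicate block) as a block, used eBayes with trend and robust or array weights, left out sex-linked genes or took the mean Y-linked level as a covariate, and left out each array in turn. The study's own kind of test, SAM on its filter, was recomputed over all 70 assignments, since the samr package was not installed. A plain unpaired t statistic per probe was run beside it over all probes tested. Tested on simulated data, this SAM called 185 of 200 changed probes among 191 calls. List tests were repeated with fry, with an estimated correlation and with the mean of a gene's probes. Centring each array on its median, fry on the centred arrays and the gap between 5' and 3' probes as a covariate were added after seeing the data. So were the tests of the Foxf1a change minus the Foxf2 change, which within embryo numbers used all 16 sign flips of the 4 pairs, the same test of the 5' to 3' gap, and fry and an estimated correlation under the settings in which camera called a list.

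Whether the embryo numbers pair the samples was checked on the array values, since the labels do not say what the number marks. Across probes, deviations of the 2 arrays of a number from the other arrays of their groups correlated at 0.14 to 0.59 (mean 0.39) for the 4 numbers. Those of different numbers correlated at -0.60 to 0.37 (mean -0.11). For number 7 the pairing was not the closest, as Tbx5+/- 7 correlated at 0.37 with wild-type 6 and at 0.14 with wild-type 7. The replicate block was therefore run as an alternative throughout, where limma called 1877 genes, and its values are given where they change a call. Exact permutation p-values are over the unpaired assignments, and sign flips within 4 pairs cannot give a p below 0.125.

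Values were read with python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and data.table (version 1.17.8) and statmod 1.5.0 were used in R; plots were drawn with matplotlib 3.10.9. Control spots were used for checks only. Fold changes from the study's other samples were not used, and its sequencing data were not analysed here.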

Results

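Gene expression was profiled in the posterior second heart field (pSHF) of E9.5 mouse embryos on 8 arrays, 4 of Tbx5+/- tissue and 4 of wild-type tissue, each array holding one pool of RNA. Each array carried 43379 spots other than controls, for 41174 probes. The share of these spots well above background was 47.4%, 52.8%, 45.0% and 49.0% in Tbx5+/- embryo numbers 1, 5, 6 and 7, and 54.8%, 60.9%, 50.9% and 63.6% in the wild-type samples of the same numbers. Correlation across probes between arrays had a median of 0.956 within Tbx5+/- (0.901 to 0.988), 0.974 within wild-type (0.961 to 0.991) and 0.959 between the groups (0.897 to 0.982). The leading principal component held 56.9% of the variance. It set Tbx5+/- 5, 6 and 7 (lowest score 26.2) apart from Tbx5+/- 1 (-37.7), which lay with the wild-type arrays.

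The first question was which transcripts differ in the pSHF when 1 Tbx5 allele is mutated. With limma, 0 genes passed an adjusted p of 0.05 over the 20028 probes tested, and the smallest adjusted p was 0.0937. At an unadjusted p under 0.05 there were 4345 probes, 3647 lower and 698 higher in Tbx5+/-, where chance alone would give about 1001. An adjusted p under 0.1 was reached by 339 probes of 316 genes, all of them lower. The number was 0 under the percentile, quantile and centred scalings, without the filter on dim probes, with 1 probe per gene and with trend and robust. It was also 0 with the Y-linked or gap covariate. More probes reached it in the deposited values (506), with the filter of the study's methods (826) and with array weights (10578). With the array label as a block they numbered 1689, and with the replicate block 5175. Leaving out 1 array gave 7501 without Tbx5+/- 1, 610 without wild-type 1 and 0 without any other. All 4 Tbx5+/- values lay below all 4 wild-type values for 1763 probes and above them for 152, together 9.57% of the 20020 probes with a value on every array, and chance gives 2.86%.

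The count of genes depended on how variation between arrays was modelled. Array weights moved it most, to 7009 genes. The weights were uneven, at 2.82 for Tbx5+/- 7 and 4.58 for wild-type 7 but 0.18 for Tbx5+/- 1 and 0.31 for Tbx5+/- 6. The remaining arrays had weights of 0.45 to 2.25, so that fit rests largely on few arrays. With the replicate block, which compares the arrays within each embryo number, 2136 probes of 1877 genes passed, 2062 lower and 74 higher. Without Tbx5+/- 1 the count was 3336 genes, from 3855 probes of which 1585 were also called with the replicate block, and without wild-type 1 it was 206 genes. The filter of the study's methods left 9198 probes, of which 234 in 216 genes passed, all lower. That filter keeps the more variable probes, whereas limma's moderated variance needs unfiltered variances, so these limma calls are less reliable. SAM on that filter called 2919 genes (3455 probes, 3002 lower and 453 higher), and 1324 genes with a change of at least 2-fold. Its q-value was 0 for Tbx5, 0.00184 for Foxf1a and 0.283 for Foxf2. A plain unpaired t statistic, run over all 20028 probes and not part of the study's methods in that form, gave 2842 genes unadjusted and 0 after Benjamini-Hochberg. Unadjusted counts fell to 2446 probes without wild-type 5, 2200 without wild-type 7, 2676 without Tbx5+/- 6 and 2878 without Tbx5+/- 7, and rose to 8357 without Tbx5+/- 1.

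The direction of the bulk of probes depended on the scaling between arrays. The median difference over the probes tested was -0.19 (log2) under VSN, 0.09 after scaling to the 75th percentile, -0.013 after normexp and quantile normalization, -0.21 in the deposited values and 0.13 with each array centred on its median. Of the probes at an unadjusted p under 0.05, 83.9% were lower under VSN and 87.4% in the deposited values, against 36.0%, 49.5% and 29.1% under the percentile, quantile and centred scalings. Without the filter on dim probes the share was 72.8%, with array weights 65.8% and without Tbx5+/- 1 64.6%. Under VSN the array medians were 9.58 ± 0.15 (SD, n = 4) in Tbx5+/- and 9.90 ± 0.08 (SD, n = 4) in wild-type, with an exact permutation p of 0.0286, the smallest possible. Changes of single genes are therefore also given relative to the median of the probes.

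**Figure D1:**
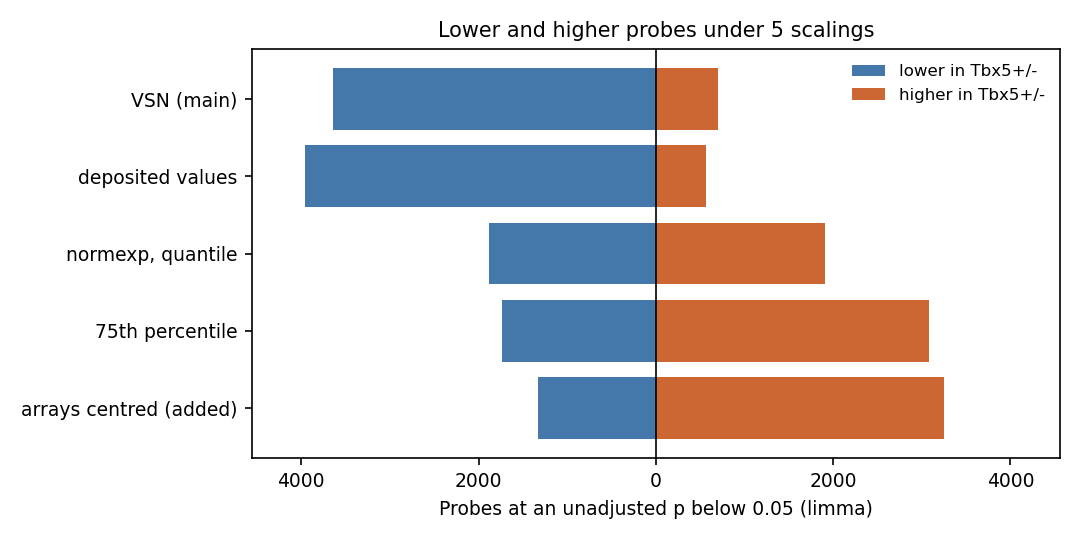
Number of probes at an unadjusted p under 0.05 (limma) that were lower (left of 0) or higher (right of 0) in Tbx5+/-, under 5 scalings of the same 8 arrays. Lower probes numbered 3647 under VSN and 3962 in the deposited values, but higher probes led after scaling to the 75th percentile (3081 against 1735) and after centring (3250 against 1334).

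**Figure D2:**
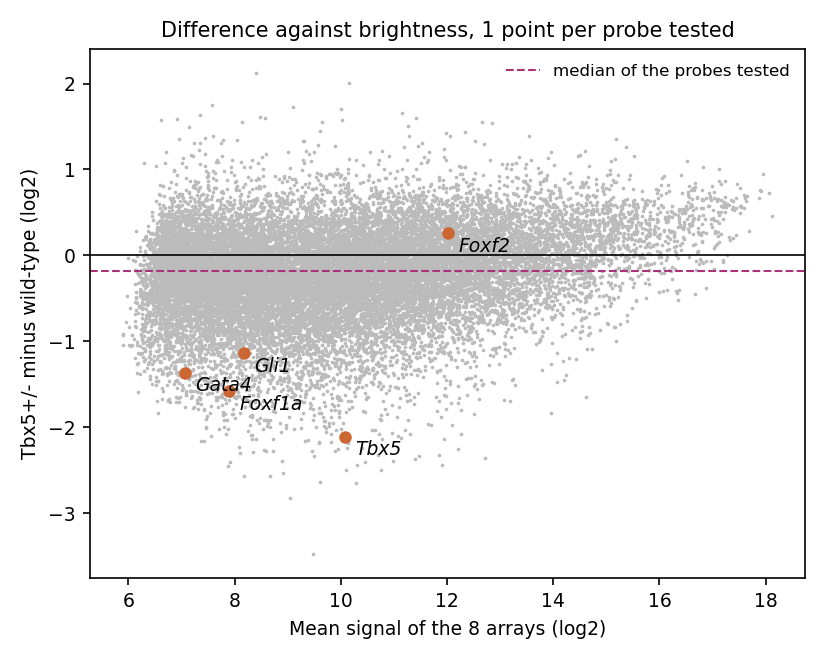
Difference between Tbx5+/- and wild-type (log2) against the mean signal of the 8 arrays (log2), 1 point per probe tested under VSN, with the median of the probes at -0.19, which is above 0 under the percentile and centred scalings. Tbx5, Foxf1a, Gli1 and Gata4 lie below the median of the probes, and Foxf2 lies at 0.26.

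Tbx5 itself was measured to see whether its transcript was lower in the mutant tissue. On probe A_52_P523712 (mm9 chromosome 5, 120334087 to 120334146) the signal was 9.02 ± 0.46 (SD, n = 4) in Tbx5+/- and 11.13 ± 0.55 (SD, n = 4) in wild-type. The difference was -2.11 (SE 0.32), 4.32-fold lower, and -1.93 relative to the median of the probes. All 4 Tbx5+/- arrays lay below every wild-type array, with an exact permutation p of 0.0286. The limma adjusted p was 0.0937 over all probes and 0.000731 adjusted over the list alone. Array weights moved the difference upward in size to -2.41 and normexp with quantile normalization downward to -1.76. With the replicate block the adjusted p was 0.0346, and it was 0.0119 without Tbx5+/- 1 and 0.0437 without wild-type 1, within a range of 0.000367 to 0.353 over the alternatives. A second probe, A_51_P469338, which spans exons between 120321392 and 120332954, was 6.87 ± 0.66 (SD, n = 4) against 7.02 ± 0.31 (SD, n = 4). Its difference was -0.15 (adjusted p 0.797 by limma), and its direction reversed with array weights (0.039), after centring (0.17) and without Tbx5+/- 1 (0.16). The 5' to 3' gap as a covariate moved it most, to -0.74 (adjusted p 0.341 by limma), toward the first probe. The 2 Tbx5 probes thus differed in the size of the change, by an amount that depended on the fit, and the place of the mutation relative to either was not known from the labels.

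The study asked whether Foxf1a and Foxf2, Forkhead genes downstream of Hedgehog signaling in the pSHF, also depend on Tbx5. Foxf1a (current symbol Foxf1; A_51_P262111, chromosome 8, 123610681 to 123610740) was 7.10 ± 0.61 (SD, n = 4) in Tbx5+/- and 8.68 ± 0.51 (SD, n = 4) in wild-type, and was well above background on 3 of the 4 Tbx5+/- arrays. The difference was -1.58 (SE 0.35), a signal 3.0-fold lower, and -1.40 relative to the median of the probes, with all 4 Tbx5+/- arrays below every wild-type array and an exact permutation p of 0.0286. The limma adjusted p was 0.0973 over all probes and 0.00618 adjusted over the list alone. The difference was largest after scaling to the 75th percentile (-2.24) and smallest after normexp and quantile normalization (-1.20). The adjusted p was 0.0356 with the replicate block and 0.0322 without Tbx5+/- 1, within a range of 0.00284 to 0.353 over the alternatives. Within embryo numbers 1, 5, 6 and 7 the difference was -2.33, -0.38, -1.81 and -1.82.

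Foxf2 (A_51_P248865, chromosome 13, 31723139 to 31723198) was 12.15 ± 1.54 (SD, n = 4) in Tbx5+/- and 11.89 ± 0.65 (SD, n = 4) in wild-type. The difference of 0.26 (SE 0.67; 0.44 relative to the median of the probes) was smaller than the spread between replicates, with a limma adjusted p of 0.832 and an exact permutation p of 0.743. It was 0.594 with the replicate block. Without Tbx5+/- 1 the difference was 1.02 (adjusted p 0.0619 over all probes and 0.0339 adjusted over the list alone), and its direction reversed without wild-type 1 (-0.069), without Tbx5+/- 6 (-0.078) and with the 5' to 3' gap as a covariate (-1.54). Within embryo number 1 Foxf2 was lower in Tbx5+/- (-1.07), and in numbers 5, 6 and 7 it was higher (0.47, 0.89 and 0.73). The change of Foxf1a minus that of Foxf2 was -1.84, with an exact permutation p of 0.143. Within embryo numbers 1, 5, 6 and 7 it was -1.27, -0.85, -2.69 and -2.55, lower in all 4, with an exact sign-flip p of 0.125, the smallest that 4 pairs allow. It was -2.58 without Tbx5+/- 1 (exact permutation p 0.0286) and 0.21 with the gap covariate, so whether the 2 genes changed differently was not decided.

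**Figure D3:**
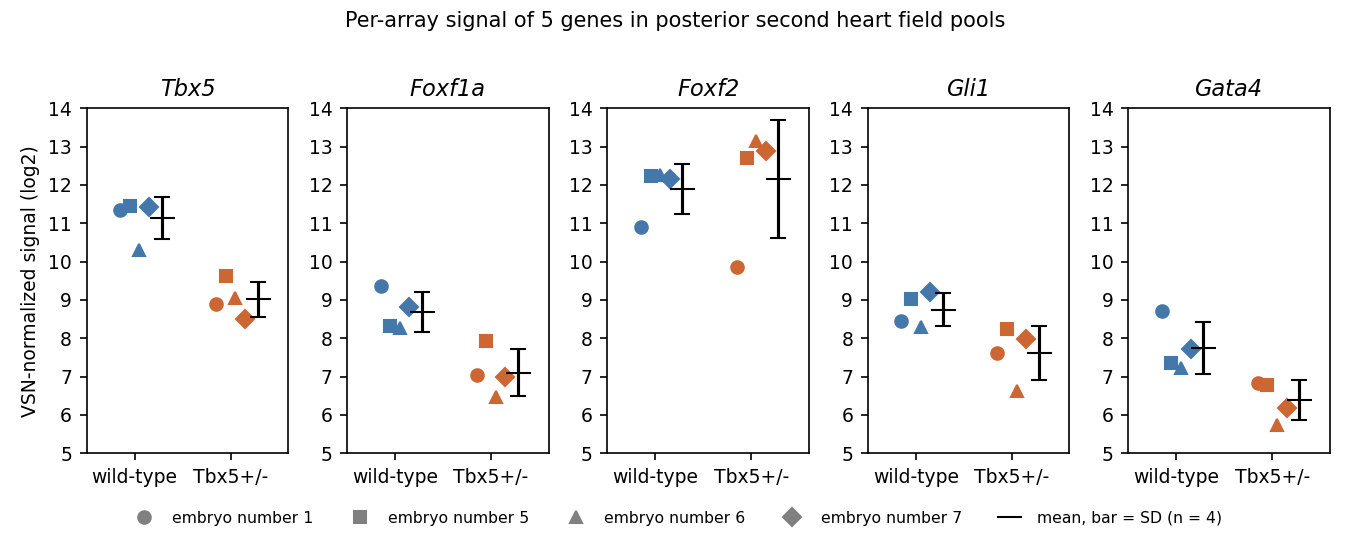
VSN-normalized signal (log2) of Tbx5, Foxf1a, Foxf2, Gli1 and Gata4 on each array by genotype, with marker shape for embryo number and mean ± SD (n = 4) beside the points. The Tbx5+/- values of Tbx5, Foxf1a, Gli1 and Gata4 lie below all wild-type values, while Foxf2 was lowest in number 1 of both genotypes (9.85 and 10.91), its difference reversing when wild-type 1 was left out.

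Of the 13 genes of the study list, 11 were tested. The list is not independent of these arrays. It holds the mutated gene, and the study used Tbx5-dependent expression on arrays in its search for shared targets of Tbx5 and Gli3. Adjusted over the list alone, 4 passed 0.05, while 0 passed over all probes with limma. Besides Tbx5 and Foxf1a these were Gata4 and Gli1. Gata4 (A_51_P492355, chromosome 14, 63817752 to 63817773) was 6.38 ± 0.52 (SD, n = 4) against 7.75 ± 0.67 (SD, n = 4), a difference of -1.37 that was lower on 4 of 4 arrays, with an adjusted p of 0.0150 over the list alone and 0.121 over all probes. It was well above background on 2 of the 4 Tbx5+/- arrays, and its other probe was not tested. Gli1 (A_51_P518548, chromosome 10, 126767991 to 126768050) was 7.61 ± 0.71 (SD, n = 4) against 8.75 ± 0.44 (SD, n = 4), a difference of -1.14 that was lower on 4 of 4 arrays, with an adjusted p of 0.0286 over the list alone and 0.164 over all probes. With the replicate block the adjusted p over all probes was 0.0346 for both, and without Tbx5+/- 1 it was 0.0343 for Gata4. Over the alternatives it ranged from 0.00307 to 0.437 for Gata4 and from 0.00728 to 0.445 for Gli1.

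The number of list genes passing was 2 after normexp and quantile normalization (Tbx5 and Foxf1a), 3 after scaling to the 75th percentile, and 1 (Tbx5) among probes well above background on all 8 arrays, where Foxf1a, Gli1 and Gata4 were not tested. Gli1 no longer passed without wild-type 5 (adjusted p 0.0828 over the list alone) or wild-type 7 (0.0921), nor under the percentile (0.0804) and centred (0.0673) scalings, and with the replicate block Foxd1 joined the 4 genes (0.0492). The number was 6 without Tbx5+/- 1, where Foxf2 and Smo also passed. With the gap covariate 4 passed, but Foxf2 (lower, 0.0063) and Shh (lower, 0.0444) took the place of Gli1 and Gata4 (0.165 each). Shh also passed with the Y-linked covariate (0.0405) and Gli3 with array weights (0.0484). In the unblocked fit without covariates or weights Shh (-0.49), Gli3 (-0.24), Nkx2-5 (-0.30), Foxc1 (-0.07) and Foxd1 (-0.50) did not pass. The direction of Gli3 and Nkx2-5 reversed under the percentile and centred scalings and that of Foxc1 under these, under quantile normalization and without wild-type 5 (0.065), Tbx5+/- 1 (0.035) or wild-type 7 (0.0064). The brightest probe of Smo was at 0.43 and another at -0.77, so its probes disagreed. Foxd1 had another probe at -0.04. Ptch1 and Foxb1 were not tested, since the probes of Ptch1 were well above background on 1 Tbx5+/- and 3 wild-type arrays and that of Foxb1 on 1 of each.

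No gene named by the rule passed over all probes. The non-overlapping genes with the smallest p were Nr2f2 (A_51_P147684, -1.85), Malat1 (A_51_P394383, -1.84) and Mirg (A_52_P277415, -2.01) among those lower, each with a limma adjusted p of 0.0937, and Wipf3 (1.27, adjusted p 0.102), Bmf (0.92, 0.103) and BC006965 (1.07, 0.110) among those higher. Each was separated on 4 of 4 arrays with an exact permutation p of 0.0286. Relative to the median of the probes the differences of the lower genes were -1.67, -1.65 and -1.83, and that of Wipf3 was 1.46. The 3 probes of Nr2f2 disagreed, at -1.85, -0.80 and 0.55 from the named to the brightest, and the 4 probes of Malat1 lay between -1.84 and -0.78. BC006965 was well above background on 2 of the 4 wild-type arrays. With the replicate block the adjusted p was 0.0346 for Nr2f2, Malat1, Mirg and Wipf3, 0.0366 for Bmf and 0.0520 for BC006965. Without Tbx5+/- 1 all 6 passed, with adjusted p from 0.00484 (Nr2f2) to 0.0436 (BC006965), and without wild-type 1 Nr2f2 (0.0367), Malat1 (0.0264) and Mirg (0.0193) passed. The adjusted p ranged up to 0.353 for these 3 genes over the alternatives and up to 0.377 for Bmf, 0.376 for BC006965 and 0.370 for Wipf3, from 0.000278, 0.00115, 0.00635 and 0.000965.

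Gene lists were tested to see whether pathways, or tissues next to the dissection, moved as sets. With camera, 0 of the 11 lists passed an FDR of 0.05. The liver bud list (7 genes tested of 12) had the smallest unadjusted p, 0.0298, and an FDR of 0.328, with a mean difference of -1.06 from the other genes. Hedgehog pathway genes (13 genes tested, 4 of them also in the study list) were lower by -0.25 on average (FDR 0.390), as were endothelial genes (12 genes, -0.23, FDR 0.390) and foregut endoderm genes (12 genes, -0.09, FDR 0.937). Cardiomyocyte genes (17 genes, 0.26, FDR 0.390) and cell cycle genes (21 genes, 0.08, FDR 0.603) were higher, in both cases reversing after quantile normalization. Neural tube genes (6 tested of 12, 0.69, FDR 0.390) and somite genes (5 tested of 10, 0.17, FDR 0.603) were also higher. For posterior second heart field genes (10 genes, Foxf1a among them) the mean was -0.25 and the test was lower (FDR 0.603), although the median was 0.0080 above that of all genes. Primitive erythrocyte genes (11 genes, FDR 0.670) tested higher with a mean of 0.13 but a median of -0.13 relative to all genes, and reversed under the percentile, quantile and centred scalings. Sex-linked genes (4 genes, FDR 0.937) tested lower with a mean of -0.10 and a median of 0.12, reversing after quantile normalization.

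The gap covariate moved this result most, to 4 lists: cardiomyocyte (lower, FDR 0.00522), liver bud (lower, 0.00764), primitive erythrocyte (lower, 0.0459) and neural tube (higher, 0.000114). The liver bud list also passed after scaling to the 75th percentile (FDR 0.0286), after centring (0.020), without wild-type 5 (0.000821) and without Tbx5+/- 6 (0.00151). The neural tube list passed without wild-type 5 (FDR 0.00194) and reversed without Tbx5+/- 1 (mean moderated statistic relative to the other genes -0.123), and the cardiomyocyte list passed as higher with array weights (0.00265). Repeated under the same 6 settings with fry and with an estimated correlation, 0 of these 10 calls held. On VSN values of all 8 arrays fry, an estimated correlation and the mean of a gene's probes gave 0 lists, as camera did. Other directions that turned on 1 array, in the same statistic, were foregut endoderm (highest 0.406, without wild-type 1), somite (-0.0942, without wild-type 1), primitive erythrocyte (lowest -0.417, without wild-type 1) and sex-linked genes (highest 0.689, without Tbx5+/- 1).

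The study compared Tbx5-dependent with Shh-dependent genes. Its Shh-dependent list had 441 genes tested, with a median difference of -0.12, which was 0.012 above that of all genes, and a mean 0.07 above that of the other genes. The signed test gave a p of 0.371 with camera, and the mean moderated statistic relative to the other genes, 0.172, moved most after scaling to the 75th percentile, to -0.106. It also reversed after centring, with array weights, without Tbx5+/- 1 (-0.033) and without wild-type 1 (-0.091). Without wild-type 5 the p was 0.0320. Under fry the p was 0.401 and with an estimated correlation 0.728. The size of the moderated statistic was smaller than in other genes by a mean of -0.20 (p 0.0626). In 7 of 23 alternatives it was smaller with a p under 0.05, the lowest 0.000151 under the filter of the study's methods, and with the gap covariate the size was instead larger (0.25, p 0.0265). For the 95 genes near a Gli3 peak the signed p was 0.952, with a statistic of -0.0025 that left out arrays moved between -0.336 and 0.188, and the p of the size was 0.404. In 1 of 23 alternatives the size was smaller with a p under 0.05 (0.0234).

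**Figure D4:**
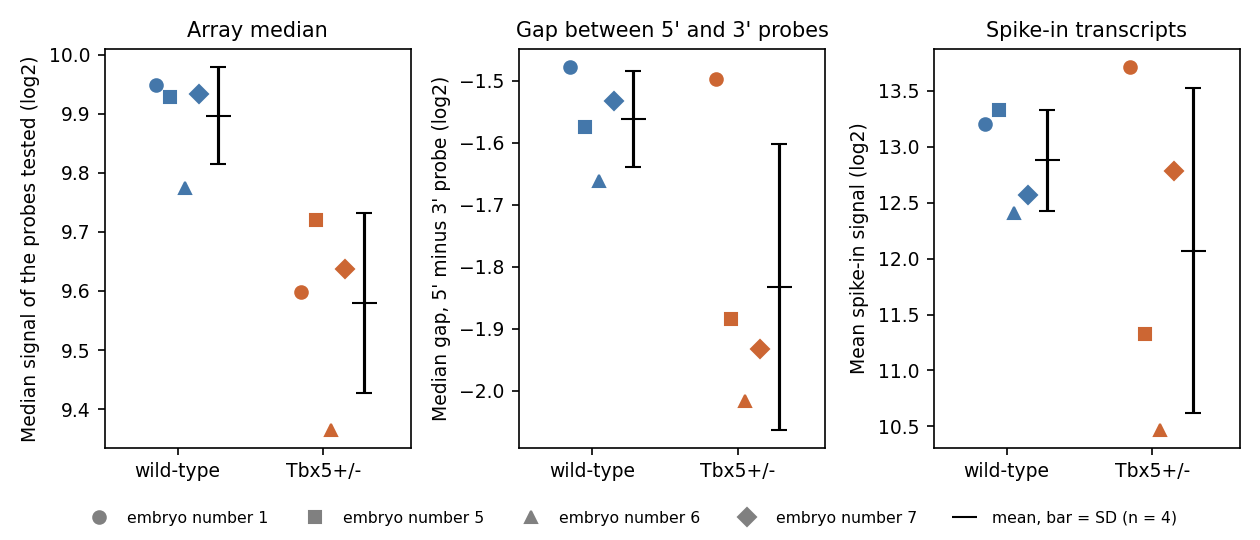
Median signal of the probes tested, median gap between the 5' and the 3' probe of a gene, and mean signal of 7 spike-in transcripts on each array (all log2), by genotype, with marker shape for embryo number and mean ± SD (n = 4). Tbx5+/- array medians lay at 9.37 to 9.72 and wild-type medians at 9.77 to 9.95 under VSN, the gap was lowest in Tbx5+/- 6 (-2.02), and spike-in signals were lowest in Tbx5+/- 6 (10.47) and 5 (11.33).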

Values the study reported

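In Shh mutant pSHF the study measured Foxf1a at 50% lower (p = 0.05) and Foxf2 at 80% lower (p = 0.01) than in wild-type tissue by quantitative PCR. Its Shh-dependent array signature held 560 genes at a Q-value below 0.005 and more than 2-fold change, and 112 of these genes had a Gli3 peak nearby. For the Tbx5 arrays its threshold was a Q-value below 0.05. By in situ hybridization it described lower Foxf1a, but not Foxf2, in Tbx5 heterozygous embryos, which it gave a 40% penetrance of atrioventricular septal defects.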

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

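Single arrays were compared with the others of their group for 76 sets of 4 values (named genes, array measures and list means). By chance about 5% of such sets, here 3.8, show 1 array this far from the rest, and 5 were found, so chance is not excluded for any of them. The tests of whole-array signal, of exchanged labels, of the posterior second heart field list, of spike-in signal and of the 5' to 3' gap were chosen only after these values were seen. No biological explanation was tested for a difference between arrays of 1 group, since the design gives none.

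Tbx5 in wild-type 6 was 10.31, far from the other wild-type arrays at 11.35 to 11.44. A dimmer array as a whole is argued against, since the deviation of Tbx5 (-1.10) lay at percentile 0.5 among 1000 probes of like brightness. An exchange of labels between this array and Tbx5+/- 1 is argued against too, since the array labelled Tbx5+/- 1 was lower in Tbx5 by -1.41. A sample of mixed tissue or genotype stays open and was not tested. Without wild-type 6 the Tbx5 difference was -2.39.

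Foxf2 was lowest in embryo number 1 of both groups, at 9.85 in Tbx5+/- (others 12.70 to 13.15) and 10.91 in wild-type (others 12.15 to 12.27). Lower signal over the whole arrays is argued against, since the deviations of -3.06 and -1.30 lay at percentiles 0.1 and 0.8 among 1000 probes of like brightness. Whether both samples held less posterior second heart field could not be decided. The mean of that list was 0.46 higher in wild-type 1 than in the other wild-type arrays and -0.51 in Tbx5+/- 1, but its genes did not vary together within groups (mean correlation 0.038, percentile 51.0 of random lists), so the mean is not shown to follow the amount of tissue. A property shared by the 2 samples of number 1, such as a litter or a dissection, may remain, as their deviations correlated at 0.44 across all probes. The direction of the Foxf2 difference depends on these arrays, at 1.02 without Tbx5+/- 1 and -0.069 without wild-type 1.

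Tbx5+/- 1 had 53 spots marked as outliers by the scanner software, against 147 to 165 on the other Tbx5+/- arrays. These spots were left out on every array, and no explanation for the lower number was tested.

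The median signal of wild-type 6 was 9.77 under VSN, against 9.93 to 9.95 on the other wild-type arrays. Its spike-in signal (12.41) and its 5' to 3' gap (-1.66) were each the lowest of the wild-type arrays, but both values had been seen before these tests were chosen, so weaker labelling, more 3' bias and chance cannot be told apart. The median of the array depends on the scaling as well.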

How the results depend on the processing

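Counts of genes and probes, the median difference, named genes and gene lists were recomputed under other choices, 1 at a time. The non-overlap count, the test of array medians, array correlations, principal components and the correlation within lists were not, and Xist was recomputed under the scalings alone. Centring each array on its median, fry on the centred arrays, the 5' to 3' gap as a covariate, all alternatives for Foxf1a minus Foxf2, and fry and an estimated correlation under other settings were chosen only after seeing the data. Taking the slide from the scanner headers as a block was not run, since it divides the arrays exactly as the array label does.

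Tbx5 was lower in Tbx5+/- under all 23 alternatives and Foxf1a under all 22 that gave a value. Of 335 fits of the 15 single genes or probes besides these and Foxf2, 291 kept their direction and their side of the threshold, 28 passed it and 16 reversed. Of 298 fits of 13 list tests (11 marker lists and both tests of the genes near a Gli3 peak), 254 kept both, 9 passed and 35 reversed. For the Shh-dependent list the signed test passed in 2 of 23 alternatives and reversed in 5, and the test of size passed in 7 and reversed in 1. The replicate block gave 1877 genes and 6926 probes at an unadjusted p under 0.05, brought Tbx5 (-2.11) and Foxf1a (-1.58) past the threshold, and among named genes also Gata4, Gli1, Nr2f2, Malat1, Mirg, Wipf3 and Bmf. Adjusted over the list alone it brought in Foxd1 as well, 5 genes in place of 4. It changed no other call. The cause was not tested, though the block removes differences between embryo numbers by construction.

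Array weights gave 7009 genes and 10458 probes, Tbx5 at -2.41 and Foxf1a at -1.41 past the threshold, and 1 gene list. The largest weight in each group fell on number 7. The filter of the study's methods gave 216 genes, and 2660 probes among the fewer it tests, with a median difference of -0.45, Tbx5 (-2.11) and Foxf1a (-1.58) past the threshold. These limma calls are less reliable, since the filter selects on the variance that limma moderates. SAM on that filter gave 2919 genes, the plain t statistic over all probes unadjusted 2842, and the looser limma threshold of 0.1 gave 316. The remaining alternatives that used all 8 arrays gave 0 genes. Testing 1 probe per gene left 2728 probes, as fewer are tested. Leaving out 1 array gave 0 to 3336 genes, 2200 to 8357 probes, -2.39 to -1.94 for Tbx5, -1.86 to -1.36 for Foxf1a and -0.078 to 1.02 for Foxf2. Foxf2 was -1.54 with the gap covariate. Except where fewer probes were tested or a threshold was moved, the cause was not tested.

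The median difference of the probes was 0.095 after scaling to the 75th percentile, -0.013 after normexp and quantile normalization, 0.13 after centring and 0.042 with no filter on dim probes, so its direction rests on the scaling and on the filter. Of the study list, 2 genes passed after normexp and quantile normalization and 1 with all 8 arrays well above background, where Foxf1a, Gli1 and Gata4 are not tested. Gene lists past the threshold numbered 1 after scaling to the 75th percentile, 1 after centring, 4 with the gap covariate and 0 to 2 when 1 array was left out, while fry and an estimated correlation gave 0 in each of the 6 settings where camera passed a list and were not run in the other leave-one-out fits. The cause was not tested.

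Foxf2 reversed to -1.54 with the gap covariate, where its unadjusted p in limma was 0.000687 and its adjusted p 0.190. The change of Foxf1a minus that of Foxf2 reversed there too (0.21), and ran from -2.58 to -1.29 when 1 array was left out. The other single genes that reversed reached at most 0.29 in the new direction. After scaling to the 75th percentile these were Gli3 (0.11), Nkx2-5 (0.071) and Foxc1 (0.29), after centring Gli3 (0.077), Nkx2-5 (0.013), Foxc1 (0.25) and the second Tbx5 probe (0.17), and after quantile normalization Foxc1 (0.000785). With array weights Nkx2-5 (0.10) and the second Tbx5 probe (0.039) reversed, and with the gap covariate Nkx2-5 (0.067) and Smo (-0.11). Leaving out 1 array gave -0.34 to 0.16 for the second Tbx5 probe and -0.27 to 0.065 for Foxc1. The cause was not tested.

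For lists the value is the mean moderated statistic of the list minus that of the other genes. For the Shh-dependent list it was -0.106 after scaling to the 75th percentile, -0.0653 after centring, -0.0472 with array weights, 0.315 with the gap covariate and -0.0908 to 0.345 when 1 array was left out. The size of the statistic was -0.295 after scaling to the 75th percentile, -0.258 after centring, -0.246 with all 8 arrays well above background, -0.394 with the methods' filter, -0.219 with eBayes trend and robust, -0.484 with array weights, 0.246 with the gap covariate and -0.368 to -0.0756 when 1 array was left out. Genes near a Gli3 peak stood at 0.0962 after quantile normalization, 0.0203 in the deposited values, 0.00856 with the methods' filter, 0.0225 with the Y-linked covariate, 0.340 with the gap covariate and -0.336 to 0.188 without 1 array. Their size of change was 0.0372 with the Y-linked covariate, 0.199 with the gap covariate and -0.289 to 0.0614 without 1 array. Over all 23 alternatives it ran from -0.348 to 0.199, and in 1 of them it was smaller with a p under 0.05 (0.0234). The cause was not tested.

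Among the marker lists, quantile normalization reversed cell cycle (-0.405), cardiomyocyte (-0.206), primitive erythrocyte (-0.238) and sex-linked genes (0.0213). The gap covariate reversed cardiomyocyte (-1.29), foregut endoderm (0.676) and primitive erythrocyte (-0.935). Primitive erythrocyte was also at -0.198 after scaling to the 75th percentile and -0.251 after centring. Array weights reversed neural tube (-0.114) and sex-linked genes (0.671), the Y-linked covariate foregut endoderm (0.104), and requiring all 8 arrays posterior second heart field (0.492). Without 1 array the values ran from -0.692 to 0.406 for foregut endoderm, -0.417 to 1.04 for primitive erythrocyte, -0.123 to 2.47 for neural tube, -0.0942 to 1.04 for somite and -0.872 to 0.689 for sex-linked genes. The cause was not tested.

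Signal over background limits which genes can be compared. Under the filter on dim probes 48.6% of the probes were tested, which left out Ptch1 and Foxb1, and Foxf1a, Gli1, Gata4, BC006965 and the second Tbx5 probe gave no value when all 8 arrays had to be well above background. The methods' filter tests neither Shh, Gli3, Foxc1 nor the second Tbx5 probe, and with 1 probe per gene the named probe of Nr2f2 and the second Tbx5 probe are not used.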

Other observations

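Among the tests in this part, those of spike-in signal, of the scaling, of GC content under other scalings than VSN, of slide position, of the second Tbx5 probe, of exchanged labels, of the 3' bias of a split and within embryo numbers, of the study genes among splits that part the pairs, of the Y-linked genes, of the liver bud, erythrocyte, neural tube and cardiomyocyte lists and of the array of Tbx5+/- 1 were chosen only after the result was seen.

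Probes at an unadjusted p under 0.05 were mostly lower in Tbx5+/- under VSN. Of the 35 splits of the 8 arrays into 4 and 4, 2 gave as many such probes, the real one with 4345 and that of Tbx5+/- 5, 6 and 7 with wild-type 6 with 7059, so chance cannot be excluded. The split by slide gave 1195. For probes past limma's adjusted threshold the real split gave 0, so all 35 splits gave as many by construction and the comparison decides nothing about chance. Whether noncoding or unspliced transcripts had a lower yield could not be decided. Other transcripts lay above RefSeq mRNAs of like brightness by up to 0.13, the direction opposite to a lower yield. But they were all probes without a RefSeq mRNA accession, coding transcripts among them, so a loss limited to noncoding ones could be hidden. Weaker labelling of all 4 Tbx5+/- arrays is argued against by the spike-in transcripts, which were at 12.07 ± 1.45 (SD, n = 4) against 12.88 ± 0.46 (SD, n = 4), with an exact permutation p of 0.371, and were as bright on 2 Tbx5+/- arrays as on the dimmest wild-type array.

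Several technical explanations of that pattern stay open. The scaling may set its direction, since the median difference reached 0.13 under another scaling. GC content stays open: the median fell with GC over 4 bins of probes, from -0.087 to -0.34 under VSN and from 0.20 to -0.096 after scaling to the 75th percentile, so which bins lie below 0 depends on the scaling. Compression near the background could not be decided, since it would bring dim probes toward 0. Under VSN the brightest of 4 bins of probes was nearest to 0, at 0.021 against -0.26, -0.30 and -0.21 in the dimmer bins. After centring the brightest was instead farthest from 0, at 0.34 against 0.059, 0.011 and 0.10. Weaker labelling of Tbx5+/- 5 and 6 alone may contribute, as their spike-in signal was -1.98 relative to wild-type. More broken RNA in the Tbx5+/- samples may contribute: in 4238 genes the 5' probe fell more than the 3' probe by a median of -0.23 (95% interval -0.25 to -0.21), and by -0.36 and -0.18 under the percentile and quantile scalings. Restricted to 1024 genes with both probes within 1 log2 unit in level the median was -0.09 (-0.12 to -0.06), and per array the gap did not separate the groups (exact permutation p 0.114). Within embryo numbers 1, 5, 6 and 7 it was lower in Tbx5+/- in all 4, by -0.018, -0.31, -0.36 and -0.40 (exact sign-flip p 0.125, the smallest that 4 pairs allow). Slide position and genotype cannot be told apart, since 0 positions held arrays of both groups. An effect of the genotype on many transcripts also stays open and was not tested apart from these.

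The split with more probes than the real one took the 4 arrays with the lowest gap between 5' and 3' probes, all 4 of its arrays being among them (-2.02, -1.93, -1.88 and -1.66). That is consistent with RNA integrity or labelling contributing to the differences between arrays. An exchange of the labels of Tbx5+/- 1 and wild-type 6 is argued against, since Tbx5 was lower on the array labelled Tbx5+/- 1 by -1.41.

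Leaving out Tbx5+/- 1 raised the count from 0 to 3336 genes. That array lay above the other Tbx5+/- arrays in the dimmest of 4 bins of probes by 0.060 and below them in the brightest by -0.35, so more non-specific signal on it is a candidate explanation. A difference shared by both arrays of number 1 is another, as their deviations correlated at 0.44 across probes. Whether the array's smaller 3' bias (-1.50) matters could not be decided, since with the gap as a covariate 0 probes passed and the gap goes with genotype.

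With the replicate block 1877 genes passed in limma. Of the 8 splits that part all 4 pairs only the real one gave called probes under the block (1 of 8), but a share below 0.125 cannot be had, so chance cannot be excluded. The other 7 gave 0 called probes, and the one that exchanges the arrays of number 1 gave 4854 at an unadjusted p under 0.05, against 6926 for the real split.

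Among the 11 study genes tested, 4 passed adjusted over the list alone, and 1 of the 35 splits, the real one, gave as many. The list holds the mutated gene and comes from a study that used these arrays, so it is not independent of the real split. If the embryo numbers are taken to pair the samples, the splits to compare are the 8 that part all 4 pairs. Of these too only the real one gave as many (1 of 8) and the other 7 gave 0, but a share below 0.125 cannot be had, so chance cannot be excluded. For the gene lists the real split gave 0 calls, so all 35 splits gave as many by construction and nothing is decided. For the Shh-dependent genes 29 splits gave a signed p as small and 14 a p of the size of change as small, so chance cannot be excluded for these.

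The second Tbx5 probe fell less than the first. Signal close to background as the only reason is argued against if the transcript under both probes fell 4.32-fold, as on the first. Allowing for the signal of negative controls, a difference of -1.34 would then be expected, and the measured -0.15 was 3.68 standard errors away. That value takes the fall of the first probe as exact, although its SE was 0.32. A smaller true fall would lie nearer to the measured difference and was not tested. With the 5' to 3' gap as a covariate the probe was at -0.74, nearer to the first, and no expected value was computed for that fit. Transcripts that the mutation leaves in part, or another transcript under that probe, were not tested.

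On the brightest of its 4 probes (A_51_P145453) Xist was lower in Tbx5+/-, at 10.48 ± 0.27 (SD, n = 4) against 12.09 ± 0.86 (SD, n = 4). The difference was -1.61 with an exact permutation p of 0.0286. It was lower by all 5 scalings, at -1.29 after scaling to the 75th percentile, -1.40 after quantile normalization, -1.64 in the deposited values and -1.30 after centring. Within number 1 this probe was nearly equal (10.87 in Tbx5+/- and 10.94 in wild-type). On the other Xist probes the groups overlapped. Tbx5+/- 1 lay above wild-type 1 on A_52_P362360 (8.59 against 8.30) and above wild-type 5 on A_52_P300376 (6.77 against 6.56). Tbx5+/- 6 lay above wild-type 5 on A_52_P113537 (7.97 against 7.28). A smaller share of female embryos in the Tbx5+/- samples may contribute, but the 3 Y-linked genes measured differed by 0.19 (exact permutation p 0.686), by 0.53 after scaling to the 75th percentile by 0.46 after quantile normalization and by 0.51 after centring (exact permutation p 0.229 for each). None was separated beyond the spread, so sex and genotype cannot be told apart for Xist. Across the 8 arrays Xist and the mean Y-linked level had a Pearson's r of -0.469 (exact permutation p 0.249) and a Spearman's rho of -0.429 (exact permutation p 0.299), and r was -0.516 without the 2 farthest arrays. With sex-linked genes left out 0 genes passed, as with the mean Y-linked level as a covariate, where 3557 probes had an unadjusted p under 0.05.

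Markers of tissue next to the pSHF varied between samples. Liver bud genes were at a mean of 11.36, 8.51, 10.67 and 9.72 in wild-type 1, 5, 6 and 7 and at 7.74, 8.84, 10.28 and 8.53 in Tbx5+/-, and correlated with each other within groups above all random lists of like brightness (percentile 100). Liver bud tissue carried along in the dissection is consistent with this. Primitive erythrocyte genes did so too (percentile 100), and their means were nearly equal in both groups of a number: 10.80 and 10.92 in number 1, 13.30 and 13.21 in 5, 12.19 and 12.34 in 6, and 12.26 and 12.19 in 7. Single genes matched less closely: in number 6 Hbb-bh1 was 18.01 in Tbx5+/- against 16.98 in wild-type. Klf1 was 9.29 against 10.78 there, so opposite shifts cancelled in the mean. Blood in amounts that follow the embryo number may explain the near-equal means. Of the 12 genes in each of these lists 7 and 11 were tested, and none is in another list (0 of each). Neural tube genes (6 tested of 12) also correlated within groups, at percentile 98.99, with means of 10.43, 9.07, 8.71 and 8.33 in Tbx5+/- 1, 5, 6 and 7 and 7.76, 10.18, 8.05 and 8.42 in wild-type, and so did cardiomyocyte genes (17 tested of 18), at percentile 99.9, with means of 12.26, 13.68, 13.47 and 14.05 against 13.17, 13.19, 13.80 and 12.92. Neural tube and heart tissue left on in the dissection are consistent with this, while differences in the state of the pSHF cells themselves were not tested. Afp, the most abundant liver bud gene tested, lay between 12.07 (Tbx5+/- 1) and 16.71 (Tbx5+/- 6), and Hbb-bh1 of the erythrocyte list between 15.55 (Tbx5+/- 1) and 18.01 (Tbx5+/- 6).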
